A study of Caenorhabditis elegans with 6 samples.

How the data were processed

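The data were 10 gene count tables, 2 for each of 5 GEO samples of whole L4 worms. The deposited values are whole-number counts of read pairs per gene, with no normalization. Their layout is that of the gene counts written by the STAR aligner, with 4 summary rows followed by 46778 WormBase gene IDs. The aligner version, the genome build and the annotation release are not stated in the labels or the file headers. Per the labels' protocols, worms were synchronised by bleaching, grown from L1 on the given bacteria, harvested at L4 and extracted with TRIzol, and libraries were sequenced as paired reads of 100 bases. A further count table linked to no sample was not used here (1 file), and the sixth sample, unk49 on JUb74, was not analysed here.

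Each table has a column counted without regard to strand and a column for each strand. The labels call the kit strand-specific, and the design fixed beforehand took the strand column with the larger sum. In the files, however, the strand columns split the reads of genes evenly: among genes with at least 100 reads the median share in the larger-sum column was between 49.8% and 50.1% in every library. A strand column then holds an arbitrary part of the reads, so the unstranded counts (column 2) were used and the strand column was kept as an alternative. Genes that overlap on opposite strands are therefore not separated, and reads in the overlap are left out as ambiguous. Reads that map to several places are also left out, which makes near-identical genes such as those of the major sperm proteins uncertain.

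The labels do not say whether the tables of a sample are separate cultures, libraries or runs. By a rule fixed before the data were examined, they were treated as separate libraries when the chi-square heterogeneity of their counts per degree of freedom was above 1.1. It was between 19.8 and 88.9 over genes with at least 10 summed reads, far above sampling noise, so each table entered the models as a library. If the libraries of a group came from a single culture, the spread between cultures is not measured.

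The total per library was between 23666824 and 24367519 read pairs. Unmapped pairs made up 2.02% to 2.61%, multimapping pairs 2.28% to 3.49%, pairs outside genes 0.350% to 0.537% and ambiguous pairs 1.72% to 1.85%. These summary rows stayed out of library sizes and tests. The counts assigned to genes differed by at most a ratio of 1.03 between libraries. A gene with 3 counts or fewer in both libraries of a group was taken as at the floor, and folds against such a group are given as bounds. Bounds cover counting error only.

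Counts were analysed in R 4.3.3 with edgeR 4.0.16, using TMM scaling, filterByExpr, a model with a mean for each of the 5 groups, robust quasi-likelihood fits and two-sided quasi-likelihood F tests. Benjamini-Hochberg adjustment ran over the 15950 genes tested, with a threshold of 0.05. All groups shared the estimate of spread because each has only 2 libraries; the common biological coefficient of variation was 23.4%. Standard errors were derived from the log2 fold change and the F statistic. CPM values were computed from the deposited counts with TMM-scaled library sizes. The 7 comparisons were the diet in wild type, the diet in unk59, unk59 and unk49 against wild type on OP50, unk59 against wild type on JUb74, unk49 against unk59 on OP50, and the interaction of diet and genotype.

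The 17 gene lists were fixed before the data were examined and tested with camera in limma 3.58.1 on voom log2 CPM, with a preset correlation of 0.01, and with fry and an estimated correlation as alternatives. They were mmBCFA synthesis and branched-chain amino acid breakdown, fatty acid desaturation and elongation, propionate shunt, vitamin B12-dependent propionate breakdown and methionine cycle, lipid droplet and lipase, peroxisomal beta-oxidation, CD36-related scavenger receptors, vitellogenin, major sperm protein, oocyte and eggshell, collagen, moulting-cycle cuticle, C-type lectin, lysozyme, cytochrome P450, UDP-glucuronosyltransferase and glutathione S-transferase. Of their genes, 0 were in more than 1 list. The vitellogenin, sperm, oocyte and moulting-cycle cuticle lists were chosen beforehand also as markers of developmental timing. No direction was set beforehand for the moulting-cycle list.

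The rule for named genes, also fixed beforehand, took from each comparison the 3 rising and 3 falling genes with the largest log2 fold change that passed the threshold, had a mean log2 CPM of at least 2 and a gene name, and whose libraries did not overlap between the groups. scav-4 and the passing members of short lists were added. Genes named outside the rule are said to be chosen after their values were seen. Gene symbols and coordinates came from the Ensembl release 115 annotation of WBcel235, which held 46603 of the 46778 IDs, and a name table that held 43818. Whether the authors counted on this build is not stated.

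The test was checked on simulated data: counts for the real genes were drawn from the real means, dispersions and library sizes, with 200 genes changed 4-fold in the libraries of a group, in 5 simulations with 15452 to 15483 genes tested. edgeR recovered 73.5% to 85.0% of the changed genes with at most 6.67% false calls, and made 0 calls between unchanged groups. DESeq2 1.42.0 recovered 85.5% to 92.5% with up to 20.4% false calls. Camera found a planted list of 20 raised genes in each simulation, with p at most 7.46e-47, and gave p of at least 0.166 for lists of unchanged genes. The genes were drawn independently of each other. The simulations therefore cannot show whether camera's preset correlation is adequate for real lists, whose genes may vary together.

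The alternatives were relative log expression and upper-quartile scaling, no filter on low counts, at least 10 reads in every library, the strand column, a block for the number in the file name, only the groups compared in the fit, DESeq2 with its own size factors, and each library left out in turn. A timing score as a covariate was added after the data were seen. It is the mean log2 CPM of the vitellogenin, sperm and oocyte lists in each library, without the moulting-cycle list. Figures were drawn with matplotlib 3.10.9.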

Results

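Gene expression was measured by RNA sequencing in whole C. elegans harvested at the L4 larval stage. The worms were wild type (N2) or carried the allele unk59 or unk49 of scav-4, a gene related to the mammalian scavenger receptor CD36. They were grown from the L1 stage on E. coli OP50, the standard laboratory food, or on Microbacterium sp. JUb74, which the series title describes as a diet rich in branched chain fatty acids. The 5 groups compared each had 2 libraries: wild type on OP50, wild type on JUb74, unk59 on OP50, unk59 on JUb74 and unk49 on OP50. The labels do not say whether the libraries of a group came from separate worm cultures, so n = 2 below counts libraries. The unk49 worms on JUb74 were not analysed here.

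Each of the 10 libraries held between 21937088 and 22692632 read pairs assigned to genes, a ratio of 1.03 between the largest and the smallest, so depth differed little between groups. Of 46778 genes listed, 15950 had enough reads to be tested. The log2 CPM (read counts scaled to library size) of the libraries of a group correlated across genes with a Pearson coefficient between 0.970 and 0.990. The lowest values were those of unk59 on OP50 and unk49 on OP50, both 0.970. The unk59 libraries on OP50 did not group together. Library 1 correlated more with the wild-type libraries on JUb74 (0.983 and 0.971) and library 2 more with those on OP50 (0.978 and 0.973). Genes are not independent replicates, so these coefficients describe the libraries only. The first principal component held 75.6% of the variance between libraries and the next 10.3%. On the first component the unk59 libraries on JUb74 (162.5 and 165.9) and the unk49 libraries on OP50 (126.8 and 122.1) lay on one side, and all libraries of the other groups lay between -146 and -46.6.

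The mutated gene was examined before the comparisons. scav-4 (WBGene00008692) is a protein-coding gene on the plus strand of chromosome X, from 12981775 to 12985868 in the WBcel235 annotation. Its last 79 bases overlap the 3′ end of mff-1 on the other strand. Its mean was 41.7 ± 7.86 CPM (SD, n = 2) in wild type on OP50, 21.5 ± 16.4 CPM (SD, n = 2) in wild type on JUb74, 38.8 ± 0.737 CPM (SD, n = 2) in unk59 on OP50, 34.7 ± 4.85 CPM (SD, n = 2) in unk59 on JUb74 and 6.60 ± 0.791 CPM (SD, n = 2) in unk49 on OP50. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, unk49 differed from wild type on OP50 by a log2 fold change of -2.66 (SE 0.466, adjusted p 0.00213) and from unk59 on OP50 by -2.56 (SE 0.465, adjusted p 0.00181). The labelled unk49 libraries held 141 and 162 reads of the gene, against 1031 and 803 in wild type. Gene-level counts do not show which part of the gene the remaining reads came from.

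No difference in scav-4 between unk59 and wild type was detectable on OP50, with a log2 fold change of -0.10 (SE 0.431, adjusted p 0.956), which turned to 0.10 without the larger wild-type library. On JUb74 the difference was 0.69 (SE 0.435, adjusted p 0.197). It was 1.80 without library 1 of wild type on JUb74 and 0.12 without library 2, which held 688 and 234 reads of scav-4. The diet changed scav-4 by -0.96 in wild type (SE 0.437, adjusted p 0.211), a value that became -2.08 without library 1 and -0.49 without library 2 of the JUb74 group, and by -0.16 in unk59 (SE 0.431, adjusted p 0.762). The fall in unk49 against wild type lay between -2.45 and -2.87 under all settings and with any library left out. Its adjusted p was 0.0900 with a timing score added as a covariate, and over the other alternatives that allow a test it ranged from 9.02e-08 to 0.00719.

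**Figure D1:**
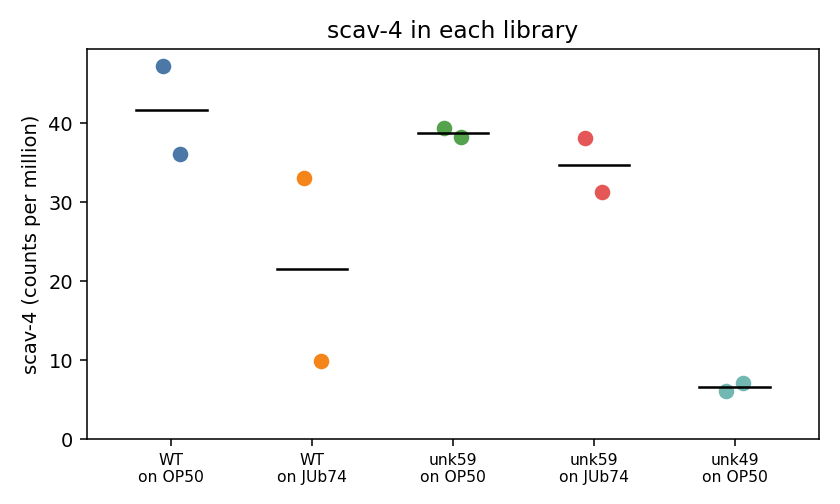
CPM of scav-4 in each library (points) and the group mean (line) for the 5 groups. Both unk49 libraries lie at 6.04 and 7.16 CPM, below every other library, and the wild-type libraries on JUb74 lie apart at 33.1 and 9.93 CPM.

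The effect of the diet was tested in wild type. Of the 15950 genes, 1426 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 422 higher and 1004 lower on JUb74. Among them 282 rose and 986 fell by at least a log2 fold change of 1. This count depended on the processing. Requiring at least 10 reads in every library left 429 genes, 201 higher and 228 lower. DESeq2 gave 2165, and a timing score added as a covariate after the data were seen left 1. The rising genes chosen by the rule were lysozymes. lys-10 (WBGene00003099, chromosome IV, 8332826 to 8333518) rose from 0.226 ± 0.126 to 229.5 ± 127.1 CPM (SD, n = 2 in each group), a log2 fold change of 9.95 (SE 0.884, adjusted p 0.00316). ilys-2 rose by 8.48 (SE 0.882, adjusted p 0.00492) and ilys-3 by 7.54 (SE 0.592, adjusted p 0.00134). Among the falling genes, col-63 changed by -11.87 (SE 1.87, adjusted p 0.0191), or by -16.29 without library 1 of the JUb74 group. vit-3 and ttr-14 were at or under the floor of 3 counts in both JUb74 libraries and were at least 1612-fold lower (adjusted p 0.0295) and at least 93.0-fold lower (adjusted p 0.0483). The calls of these falling genes were lost under 1 or more alternatives.

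In unk59, 9545 genes differed between the diets past the adjusted p of 0.05, 5343 higher and 4202 lower on JUb74. Of these, 4649 and 2701 changed by at least a log2 fold change of 1. The strictest filter on low counts left 6194. The timing scores also differed, at 0.31 and 3.80 on OP50 and 7.27 and 7.36 on JUb74. Effects of the diet and of developmental timing are therefore not separated in these counts. clec-223 was at least 195-fold higher on JUb74 (adjusted p 9.06e-05) and cdc-25.3 at least 56.1-fold higher (adjusted p 0.000213), since both OP50 libraries were at or under the floor. col-143 rose by a log2 fold change of 10.74 (SE 0.812, adjusted p 3.98e-05), or by 13.04 without library 2 of unk59 on OP50. argk-1 changed by -9.37 (SE 1.03, adjusted p 0.000154), col-41 by -8.01 (SE 0.747, adjusted p 6.75e-05), and pud-4 was at least 23.0-fold lower (adjusted p 0.0390). The unk59 libraries on OP50 lay apart, at 367.4 and 53.9 CPM for argk-1 and 1437.5 and 387.5 CPM for col-41. The call of pud-4 was lost under the strand column and without a filter on low counts.

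**Figure D2:**
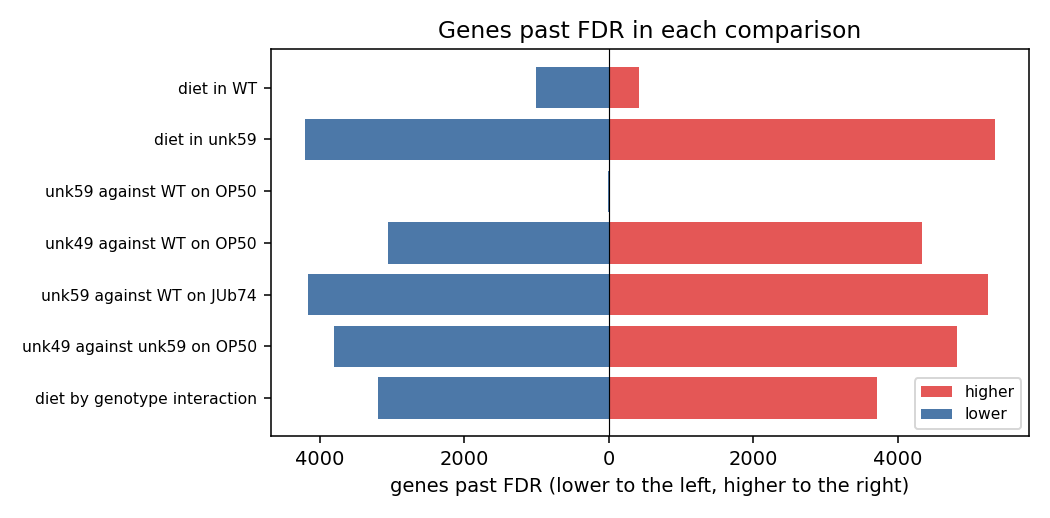
Number of genes past an adjusted p of 0.05 in each of the 7 comparisons, lower to the left of 0 and higher to the right. The comparison of unk59 with wild type on OP50 has 2 genes, and the comparisons that involve unk59 on JUb74 or unk49 on OP50 have between 6908 and 9545.

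Whether the diet moved the same genes in both genotypes was tested next. Across genes the diet log2 fold changes in wild type and in unk59, which share no library, had a Pearson coefficient of -0.44 and a Spearman coefficient of -0.27. Among genes with at least 10 reads in every library the Pearson coefficient was -0.12. Of 1241 genes past the threshold in both genotypes, 282 changed in the same direction, 176 higher and 106 lower, and 959 in opposite directions. Of the latter, 839 were lower on JUb74 in wild type and higher on JUb74 in unk59. With at least 10 reads in every library, 363 genes passed in both genotypes. Of these, 143 changed in the same direction and 220 in opposite directions, 160 of them lower in wild type and higher in unk59.

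**Figure D3:**
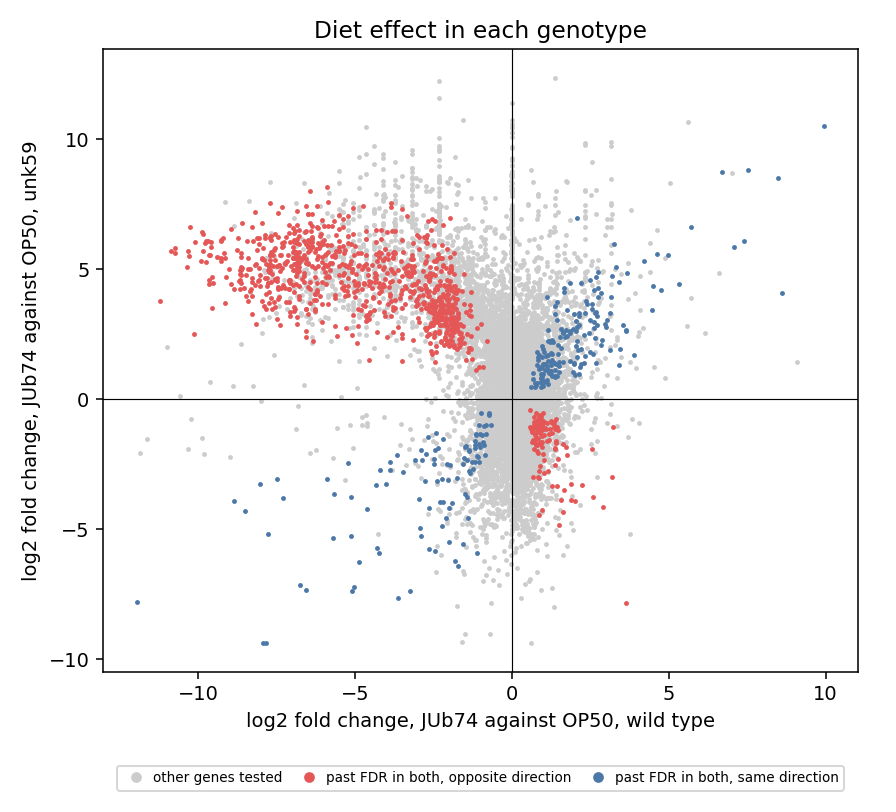
Log2 fold change between JUb74 and OP50 in wild type (x axis) and in unk59 (y axis), with a point for each of 15950 genes. Of the genes past the threshold in both genotypes, 282 lie in the same direction (blue) and 959 in opposite directions (red). Fitted values of genes at the floor depend on the prior count.

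The genes fat-5, fat-6 and fat-7 encode fatty acid desaturases, which introduce a double bond into saturated fatty acids. They were among the genes that rose on JUb74 in both genotypes. fat-5 (WBGene00001397, chromosome V, 17725004 to 17726818) rose from 3.52 ± 0.784 to 185.1 ± 12.9 CPM (SD, n = 2) in wild type, a log2 fold change of 5.71 (SE 0.344, adjusted p 0.000246). In unk59 it rose from 3.28 ± 1.67 to 326.3 ± 14.2 CPM (SD, n = 2), a log2 fold change of 6.64 (SE 0.358, adjusted p 2.82e-05). fat-7 rose by 2.71 (SE 0.474, adjusted p 0.0212) in wild type and by 3.20 (SE 0.484, adjusted p 0.000537) in unk59. The closely related fat-6 rose by 0.95 (SE 0.159, adjusted p 0.0190) and 1.64 (SE 0.161, adjusted p 7.81e-05). Its rise differed between genotypes when adjusted over all genes, with an interaction of 0.69 (SE 0.223, adjusted p 0.0327). Adjusted over the desaturation and elongation list alone, 0 of its 9 genes passed for the interaction. Reads that fit both fat-6 and fat-7 would not have been assigned to either gene by the counter, which leaves their levels uncertain.

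acs-1 (WBGene00018488, chromosome V, 6524989 to 6532089), which activates branched-chain fatty acids, fell on JUb74 from 224.1 ± 17.8 to 44.1 ± 4.17 CPM (SD, n = 2) in wild type, a log2 fold change of -2.35 (SE 0.22, adjusted p 0.00406). In unk59 it fell from 195.2 ± 17.0 to 52.6 ± 3.55 CPM (SD, n = 2), a log2 fold change of -1.89 (SE 0.216, adjusted p 0.000144). Other genes of the same list did not move together: its median log2 fold change was 0.10 in wild type (adjusted p 0.996 by camera) and -0.23 in unk59 (adjusted p 0.742). Past the threshold were 1 and 7 of its 14 members, and 3 and 5 when adjusted over the list alone.

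Further genes with a shared change were chosen after their values were seen. W03F9.4 rose by a log2 fold change of 7.09 (SE 0.361, adjusted p 0.000107) in wild type and 5.86 (SE 0.342, adjusted p 2.82e-05) in unk59. cth-1 changed by -3.997 (SE 0.425, adjusted p 0.00492) and -3.26 (SE 0.408, adjusted p 0.000219), and cpt-4 by -3.61 (SE 0.369, adjusted p 0.00492) and -7.66 (SE 0.475, adjusted p 2.82e-05). lys-10 also rose in unk59, by 10.53 (SE 0.891, adjusted p 5.03e-05). By edgeR's quasi-likelihood test for the interaction, the size of the change differed between genotypes for cpt-4 (-4.05, adjusted p 0.000519) and W03F9.4 (-1.23, adjusted p 0.0365). No such difference was detectable for cth-1 (0.741, adjusted p 0.291) or lys-10 (0.580, adjusted p 0.765).

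**Figure D4:**
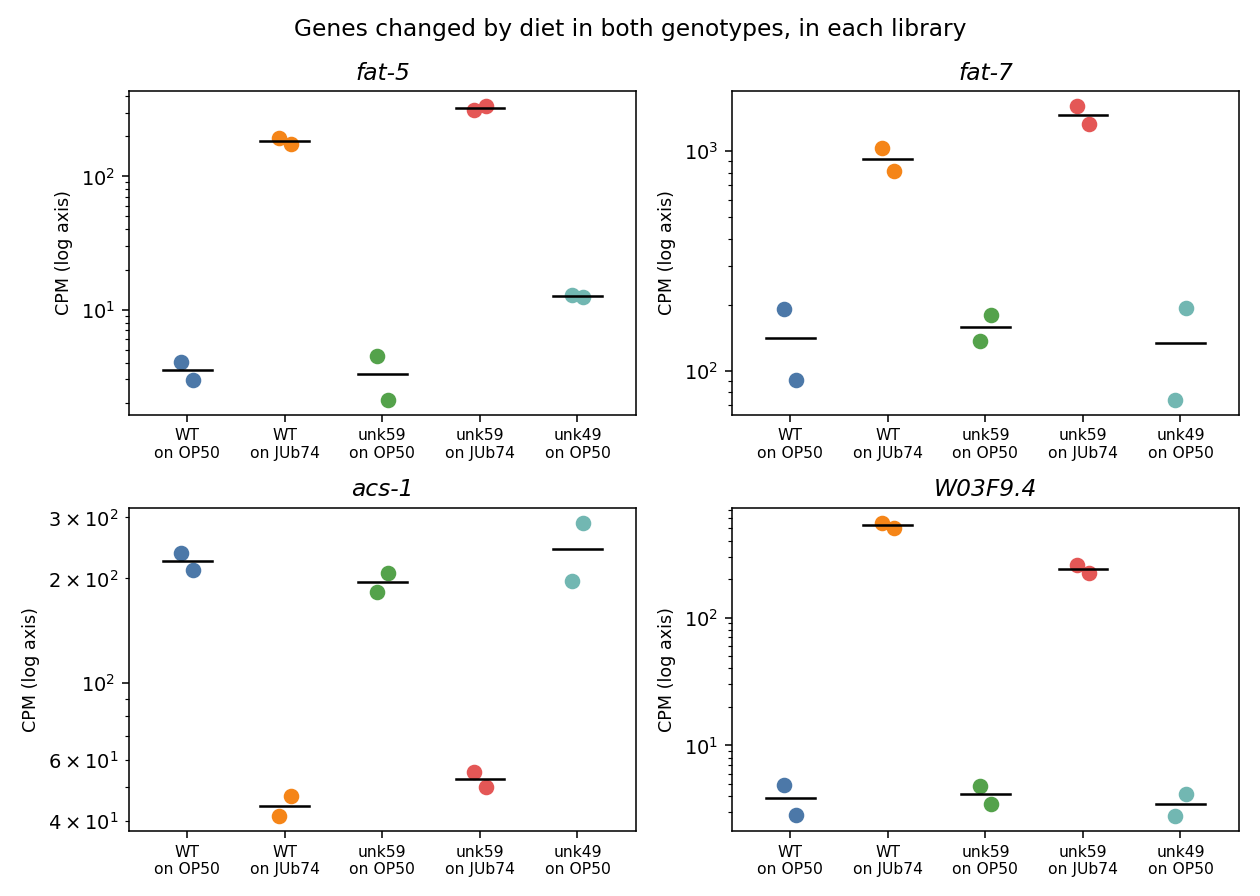
CPM, on a log axis, of fat-5, fat-7, acs-1 and W03F9.4 in each library (points) with the group mean (line). In all 4 genes both genotypes on JUb74 lie apart from the 3 groups on OP50, with fat-5 at 185.1 and 326.3 CPM on JUb74 and between 3.28 and 12.7 CPM on OP50.

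On OP50, unk59 differed from wild type in 2 genes past the adjusted p of 0.05, both lower, while 1845 genes had an unadjusted p under 0.05. The number moved with the processing: it was 0 under the strand column and 434 under DESeq2, whose false calls reached 20.4% in simulated data. asah-1 (WBGene00010769) fell from 22.6 ± 2.15 to 6.93 ± 0.0482 CPM (SD, n = 2), a log2 fold change of -1.70 (SE 0.175, adjusted p 0.0431). B0511.11 (WBGene00015236), named here after its values were seen because it is the only other gene past the threshold, fell from 13.02 ± 1.16 to 2.03 ± 0.504 CPM (SD, n = 2), a log2 fold change of -2.68 (SE 0.289, adjusted p 0.0431). Each lost its call under at least 3 of the alternatives.

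On OP50, unk49 differed from wild type in 7392 genes, 4345 higher and 3047 lower, and 3645 and 1888 of them changed by at least a log2 fold change of 1. The split depended on the scaling: upper-quartile scaling gave 3649 higher and 4057 lower. The median log2 fold change of all genes tested was 0.11 under the main scaling, 0.15 under relative log expression scaling and -0.09 under upper-quartile scaling. cdc-25.3 was at least 114.9-fold higher (adjusted p 0.000474), col-95 at least 296-fold higher (adjusted p 0.000178) and col-135 at least 185-fold higher (adjusted p 0.000715). lact-6 was at least 96.8-fold lower (adjusted p 0.00171). ugt-15 changed by a log2 fold change of -6.51 (SE 0.661, adjusted p 0.000355) and gly-1 by -5.43 (SE 0.976, adjusted p 0.00235), or by -7.17 and -8.20 without library 2 of unk49. Against unk59 on the same food, unk49 differed in 8616 genes, 4818 higher and 3798 lower, or 4352 higher and 4666 lower under upper-quartile scaling. There cdc-25.3, clec-223 and nos-2 were at least 104-fold, 41.0-fold and 355-fold higher. lact-6 was at least 75.9-fold lower, a value that rests on library 2 of unk59: its log2 fold change was -7.683, and -4.915 without that library. ugt-15 changed by -6.92 (SE 0.661) and col-41 by -5.31 (SE 0.655), the latter against unk59 libraries at 1437.5 and 387.5 CPM. The adjusted p of these 6 genes lay between 0.000107 and 0.00151.

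The alleles were compared through their differences from the same wild-type libraries on OP50. Across genes the Pearson coefficient was -0.17 and the Spearman coefficient -0.23. In 20 simulations with unchanged mutant groups, the shared control alone gave a mean Pearson coefficient of 0.50, from 0.473 to 0.522. With a different wild-type library as control for each allele the coefficient was -0.32 or -0.29. Of the 2 genes past the threshold in both, B0511.11 was lower in both alleles and asah-1 was lower in unk59 and higher in unk49.

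On JUb74, unk59 differed from wild type in 9417 genes, 5259 higher and 4158 lower, of which 4476 and 2886 changed by at least a log2 fold change of 1. ule-5, ule-2 and gipc-1 were at least 3680-fold, 2376-fold and 1064-fold higher, since both wild-type libraries were at or under the floor. tba-8 was at least 186-fold lower and nas-15 at least 89.9-fold lower. col-41 changed by a log2 fold change of -7.998 (SE 0.747). The adjusted p of these 6 genes lay between 5.17e-05 and 0.000391. The difference between the diet effects of the genotypes was tested as an interaction, and 6908 genes passed, 3722 with a more positive and 3186 with a more negative change in unk59 than in wild type. Under the strictest filter on low counts 4365 passed, 2135 with a more positive and 2230 with a more negative change. That filter gave 3122 higher and 3173 lower genes for unk59 against wild type on JUb74.

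Gene lists fixed before the data were examined were tested with camera at a preset correlation of 0.01, with adjustment over the 17 lists within each comparison. In wild type on JUb74 the 9 tested genes of fatty acid desaturation and elongation had a median log2 fold change of 0.83 (adjusted p 0.00017, 8 of 9 higher), with 4 past the threshold over all genes and 5 adjusted over the list alone. The median was 0.71 and 0.62 without library 1 and library 2 of the JUb74 group. Lysozymes had a median of 0.93 (adjusted p 0.00026, 10 of 13 higher), which fell to 0.58 without library 2 of the JUb74 group. Cytochromes P450 had a median of 0.30 (adjusted p 0.0263, 41 of 66 higher). Collagens had a median of -0.33 (adjusted p 0.000527), which was -1.38 without library 1 of the JUb74 group. The vitellogenins, which are yolk proteins, had a median of -8.45 (adjusted p 0.00192, 0 of 6 higher) and oocyte and eggshell genes of -2.72 (adjusted p 0.000551). Major sperm protein genes had a median of -7.34 (adjusted p 5.6e-20), or -4.90 with the 28 members at the floor set to their bound. These genes are near-identical copies, so reads that fit several of them are not counted.

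The other lists did not pass in wild type. Their medians were -0.22 for the propionate shunt, -0.09 for vitamin B12-dependent propionate breakdown and the methionine cycle, 0.14 for lipid droplet and lipase genes, -0.03 for peroxisomal beta-oxidation, -0.04 for the CD36-related scavenger receptors, 0.57 for moulting-cycle cuticle genes, -0.09 for C-type lectins, 0.01 for UDP-glucuronosyltransferases and -0.19 for glutathione S-transferases.

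In unk59 on JUb74 the desaturation and elongation genes had a median of 1.44 (adjusted p 0.0229), with 6 of 9 past the threshold, and adjusted over the list alone also 6. Peroxisomal beta-oxidation genes had a median of -1.18 (adjusted p 0.00503, 0 of 8 higher), collagens of -1.62 (adjusted p 0.00503) and moulting-cycle cuticle genes of -4.61 (adjusted p 1.24e-09, 0 of 15 higher). Oocyte and eggshell genes rose by a median of 6.72 (adjusted p 0.000222). Major sperm protein genes rose by a median of 6.02 (adjusted p 5.84e-11), or 9.32 without library 2 of unk59 on OP50. The vitellogenins had a median of 0.58 (adjusted p 0.389), which depends on the OP50 library: their mean log2 CPM was 2.91 and 9.25 in the libraries on OP50 and 9.45 and 8.80 in those on JUb74.

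In unk49 against wild type on OP50, major sperm protein genes (median 4.07, adjusted p 1.76e-13) and oocyte and eggshell genes (median 5.58, adjusted p 4.12e-07) were higher. The vitellogenins were higher in all 6 members (median 2.87) without passing (adjusted p 0.217). Moulting-cycle cuticle genes (median -1.81, adjusted p 1.61e-07), peroxisomal beta-oxidation genes (median -1.09, adjusted p 0.00549) and the vitamin B12 list (median -0.67, adjusted p 0.000442) were lower. For the last, 8 of 13 members passed, and adjusted over the list alone also 8. Also lower were the mmBCFA (monomethyl branched-chain fatty acid) synthesis and branched-chain amino acid breakdown genes (median -0.37, adjusted p 0.0379), collagens (median -0.79, adjusted p 0.00549), UDP-glucuronosyltransferases (median -0.54, adjusted p 0.0133) and glutathione S-transferases (median -0.38, adjusted p 0.0139), and these 4 calls were lost under fry, a rotation test. Without library 2 of unk49 the mmBCFA median was -0.57, and without library 1 that of the vitamin B12 list was -0.996 and that of the moulting-cycle genes -2.33. Between the alleles on OP50 the same lists passed in the same direction, except that the mmBCFA list did not (adjusted p 0.0884) and the vitellogenins did (median 3.14, adjusted p 0.0363). The vitellogenin median was 8.29 without library 2 of unk59, and the call was lost under fry (adjusted p 0.0791).

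In unk59 against wild type on OP50 only the lists of major sperm proteins (median -1.81, adjusted p 2.07e-20), oocyte and eggshell genes (median -2.30, adjusted p 5.44e-06) and vitellogenins (median -0.21, adjusted p 0.0492) passed. Of the 13 oocyte and eggshell genes 0 passed over all genes tested, and 9 passed adjusted over the list alone. The vitellogenin median rested on single libraries, with 0.77 without library 1 and -5.65 without library 2 of unk59 on OP50, and the sperm list median was -0.88 and -5.33 in the same fits. Under fry, 2 of the 7 lists called in wild type between diets held, 5 of 6 in unk59 between diets, 0 of 3 for unk59 on OP50, 5 of 9 for unk49 against wild type, 4 of 4 for unk59 on JUb74, 6 of 9 between the alleles and 3 of 5 for the interaction. With an estimated correlation, 0 of these calls held.

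**Figure D5:**
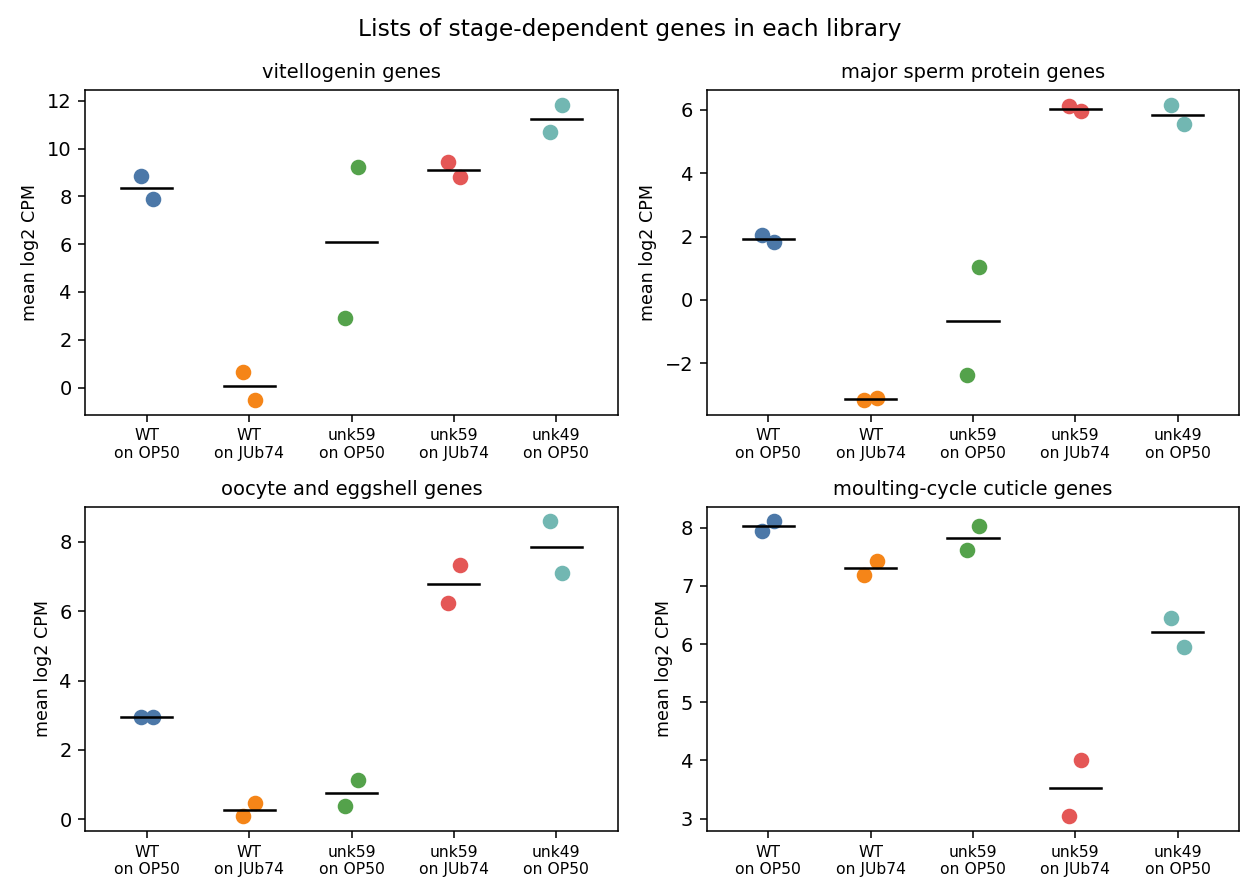
Mean log2 CPM over the tested members of 4 gene lists in each library (points) with the group mean (line). The unk59 libraries on JUb74 and the unk49 libraries on OP50 are highest for sperm and oocyte genes and lowest for moulting-cycle cuticle genes, and the unk59 libraries on OP50 lie apart for the vitellogenins at 2.91 and 9.25.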

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

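The tests of explanations below were chosen after the results were seen. The vitellogenin, sperm and oocyte lists serve below as timing markers. These lists and the direction in which an older culture would move them were fixed before the data were examined. The moulting-cycle list, also chosen beforehand for timing, is not among the markers below.

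The effect of the diet differed between wild type and unk59, by a test of the difference itself, in 6908 genes past an adjusted p of 0.05 (edgeR's quasi-likelihood test for the interaction). Of the lists, 5 differed past the adjusted p by camera. With genes at the floor set to their bound, the median interaction log2 fold change was 9.69 for the vitellogenins (6 of 6 members positive), 10.77 for the major sperm proteins (29 of 29), 9.48 for the oocyte and eggshell genes (12 of 13), -5.27 for the moulting-cycle cuticle genes and -1.202 for peroxisomal beta-oxidation (0 of 8 positive). The vitellogenin and sperm medians depended on a single library: without bounds they were 10.18 and 13.34, and without library 2 of unk59 on OP50 they were 15.79 and 17.02. The genes chosen by the rule were msp-19 (adjusted p 0.00057), ule-2 (adjusted p 0.00102) and nsph-3.2 (adjusted p 0.000573), with positive interactions, and tba-8 (adjusted p 0.000232), col-41 (adjusted p 0.000148) and mltn-5 (adjusted p 0.000652), with negative ones. With an estimated correlation the calls of all 5 lists were lost. Under fry those of the vitellogenins and of peroxisomal beta-oxidation were lost, and under both other scalings that of the vitellogenins.

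Of the groups in this test, unk59 on JUb74 lies at the high end of the timing markers and wild type on JUb74 at the low end. The comparison of unk49 with wild type on OP50 has the same profile as the diet in unk59, although they share no library: their log2 fold changes correlate across genes with a Pearson coefficient of 0.80, and 5773 of 5879 genes past the threshold in both go the same way. Several technical explanations for these many differing genes are argued against by the tables. Under the other scalings the smaller of these comparisons still had 7343 genes. Library totals differed by a ratio of only 1.03. Leaving out the 50 most abundant genes and the vitellogenins, which hold 14.7% to 20.8% of the counts, left 7395 genes, and removing each library's trend with exon length left 7647. An exchange of labels between unk59 on JUb74 and unk49 on OP50 would put the genes raised by JUb74 in wild type lower in the pair labelled unk59 on JUb74. The test used 45 genes raised at least 4-fold there, which are not all the genes with such a rise. Of these 45, 91.1% were higher in that pair.

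A difference in developmental timing is a candidate explanation for most of the interaction. Of the 48 tested vitellogenin, sperm and oocyte genes, 47 were higher both in unk59 on JUb74 than on OP50 and in unk49 than in wild type on OP50, against 43.5% of all genes. Worms labelled L4 in these groups may thus have been harvested later in development, or may have grown faster. These cannot be told apart for the wild-type libraries on JUb74, whose higher timing score of -0.81 lies below the range of 0.31 to 4.61 of the OP50 libraries of wild type and unk59: diet and harvest vary together, and no library of another age is at hand. An effect of the genotype on growth rate under each diet stays open and was not tested. Adding the timing score to the model left 0 interaction genes, but the groups explain 94.9% of its variance, so that fit has little power to separate timing from group. A check of GC content was not run.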

How the results depend on the processing

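When a library was left out, between 99.99% and 100% of the called genes of each comparison kept their direction. The genes were called from these same libraries, so a change of direction was unlikely and the measure says little about robustness. For unk59 against wild type on OP50 it covers only 2 genes. The counts for unk49 against wild type, unk59 against wild type on JUb74 and unk49 against unk59 stayed within 1.5 times under most alternatives. The timing covariate was the exception. Genes past the threshold were not counted in the fits that left out a library.

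Requiring at least 10 reads in every library, which removes genes that are silent in a group, gave 429 genes for the diet in wild type, 6194 for the diet in unk59, 7 for unk59 against wild type on OP50 and 4365 for the interaction. It moved the correlation of the diet effects to -0.12 and that of the alleles to -0.28, and turned the scav-4 diet effect in unk59 to 0.012 (adjusted p 0.983). For the diet in wild type the strand column, with fewer reads, gave 912 and DESeq2 2165. For unk59 against wild type on OP50 there was 1 gene under relative log expression scaling, 102 without a filter on low counts and 434 under DESeq2 (17 higher, 417 lower), and 0 under the strand column, with only the groups compared and with the timing covariate, while 1845 genes had an unadjusted p under 0.05 in the fit reported. The cause was not tested, except that DESeq2 made up to 20.4% false calls in simulated data.

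The numbers in the file names do not pair the libraries: over 10 pairs of groups the deviations of same-numbered libraries correlated from -0.29 to 0.26, with 1 over 0.1. With the number as a replicate block, the diet in wild type had 579 genes and unk59 against wild type on OP50 had 0.

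The timing score as a covariate, chosen after seeing the data, gave 1 gene for the diet in wild type, 1283 for the diet in unk59, 599 for unk49 against wild type, 1 for unk59 against wild type on JUb74, 71 for unk49 against unk59 and 0 for the interaction. The groups explain 94.9% of the score, so the fit has little left to separate them by. scav-4 kept its size but lost its call in unk49, at -2.75 against wild type (adjusted p 0.0900, from 9.02e-08 to 0.00719 under the others) and -2.70 against unk59 (adjusted p 0.285, from 4.25e-07 to 0.00698 under the others).

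Leaving out a library moved scav-4 in unk59 against wild type on OP50 from -0.29 to 0.10. The vitellogenin median in the same comparison ran from -5.65 to 0.77 and was 0.43 without library 1 of wild type. A separate wild-type library for each allele gave correlations of -0.32 and -0.29. Of the named genes' other results, 3 became stronger, 50 weaker and 318 were the same, and 18 values of 204 moved by more than the spread between the libraries compared when a library was left out. Where the libraries of a group lie far apart this spread is large, so a value that is not counted as moved can still have changed: the sperm list median in unk59 against wild type on OP50 was -1.81, and -0.88 without library 1 of unk59. Of the list results 66 became weaker, mostly under an estimated correlation or fry, and 192 were the same. When a library was left out, 30 list medians moved by more than the spread between the libraries compared and 2 reversed, both for the vitellogenins in unk59 against wild type on OP50. With 2 libraries in each group, differences in unk59 on OP50 are not excluded, and this includes large ones. The oocyte and eggshell genes had a median of -2.30 there, with 0 of 13 past the threshold over all genes. The simulated 4-fold changes were recovered in 73.5% to 85.0% of genes, but for the diet in wild type. The libraries of a simulated group shared their means, so this rate does not carry over to the unlike libraries of unk59 on OP50.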

Other observations

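The tests in this part were chosen after the results were seen.

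Of the 1004 genes lower on JUb74 in wild type, 87.8% were higher in unk49 than in unk59 on OP50, a comparison that uses none of these libraries, against 51.0% of all genes. Of the 422 genes higher on JUb74 in wild type, 66.4% were lower there. The excess of falling genes in wild type on JUb74 may therefore largely follow the same axis as the difference between the alleles on OP50. A timing difference is a candidate explanation for it. With at least 10 reads in every library the excess was small, at 201 higher and 228 lower.

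Between the diets 282 genes changed past the threshold in the same direction in both genotypes, while the sperm and oocyte markers moved in opposite directions. A timing effect that goes one way, as these markers do, would leave only false calls among them, and at an adjusted p of 0.05 at most 71.3 of the 1426 calls in wild type are expected to be false. Of the 282 genes, 99 were stable on OP50, meaning that they were not called between unk49 and wild type, changed there by less than a log2 fold change of 1, and differed by less than that between the unk59 libraries. They were 77 higher and 22 lower genes, among them fat-7, W03F9.4, acs-1, cpt-4 and clec-258. W03F9.4 changed by a log2 fold change of only -0.17 in unk49 and by 0.46 between the unk59 libraries. cpt-4 lay near the limits, at 0.874 in unk49 and 0.958 between the unk59 libraries, and clec-258 at 0.913 between the unk59 libraries. For the 282 genes, a response to the bacteria and a timing effect that rises and falls during L4 cannot be told apart, because no OP50 library has the timing score of the JUb74 libraries. The nearest differed by 0.8005 from unk59 on JUb74 and by 1.118 from wild type on JUb74. fat-5 and lys-10 rose in both diet comparisons but also in unk49 on OP50, by log2 fold changes of 1.84 and 4.30.

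Timing alone is an unlikely explanation for the fall of scav-4 in unk49: in unk59, whose groups differ strongly in the timing markers, scav-4 changed by only -0.16 (SE 0.431) between diets. Timing is not excluded, because the bacteria changed along with it there. The unk49 timing scores of 8.48 and 8.16 also lie above the highest of unk59, 7.36. Reads from the overlapping mff-1 cannot explain the fall, since mff-1 itself, named after its values were seen, did not fall: its log2 fold change was 0.695 (SE 0.267, adjusted p 0.0576). The mean in unk49 was 15.8% of that in wild type. A deletion that removes part of the countable gene and a lower transcript level cannot be told apart, because the tables give a single count per gene.

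The libraries of unk59 on OP50 differed in the timing markers, with timing scores of 0.31 and 3.80. As a consequence several list values of unk59 on OP50 rest on either library. The libraries of each other group lay within 0.396 of each other in this score. It is a mean over lists, so opposite shifts can cancel in it. The unk49 libraries differed by list, at 10.69 and 11.84 mean log2 CPM for vitellogenins and 8.59 and 7.11 for oocyte genes. Those of unk59 on JUb74 lay at 9.45 and 8.80 for vitellogenins and 6.24 and 7.34 for oocyte genes. The unk49 pair also had the highest chi-square heterogeneity per degree of freedom, at 88.9. The timing scores were 4.61 and 4.22 in wild type on OP50, -0.81 and -1.05 in wild type on JUb74, 7.27 and 7.36 in unk59 on JUb74 and 8.48 and 8.16 in unk49 on OP50.

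B0511.11 was lowest in unk59 on OP50, at 2.03 ± 0.504 CPM (SD, n = 2), and stood at 12.1 ± 0.865 CPM (SD, n = 2) in unk59 on JUb74, close to wild type on either food at 13.02 ± 1.16 and 11.7 ± 0.860 CPM (SD, n = 2). No explanation was tested for it.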
